A study of Mus musculus with 2 samples. Its data were reported in "Cnot8 eliminates naïve regulation networks and is essential for naïve-to-formative pluripotency transition" (2022).

How the data were processed

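The deposited data were single-cell RNA sequencing (scRNA-seq) libraries of mouse embryonic stem cells (ESCs) cultured in serum/LIF medium on feeder cells and of epiblast-like cells after 48 h of differentiation (48h-EpiLCs). Each library was a mixture of equal numbers of wild-type (WT) cells, which carry the ROSA mT/mG reporter and so transcribe tdTomato, and Cnot8 knockout (KO) cells. There were 2 libraries, 1 per stage, and no replicates.

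The deposited values were counts of unique molecular identifiers (UMIs) per gene and cell barcode, which the authors made with Cell Ranger (version 3.0.2) at default parameters, by the methods of the study, and with a mm10 reference to which the coding sequence of tdTomato had been added. The values were whole numbers, and no normalisation or correction for free RNA is stated for them. The barcodes are those that Cell Ranger called as cells. Each matrix had 32286 features. Gene positions were taken from GENCODE M21 on GRCm38, the build of mm10, in which 32158 features (99.6%) were found by identifier. Whether the counting used the strand of the reads was not stated.

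Cells with at least 1000 detected genes and at most 10% mitochondrial UMIs were kept. Doublet scores were computed with a reimplementation of the Scrublet method (2 simulated doublets per cell, expected rate 0.1). The automatic score threshold marked 486 of 11054 cells (4.40%) in the ESC library but 2 of 9400 cells (0.021%) in the 48h-EpiLC library, where it had not worked. Cells with the top 10% of scores in each library were therefore removed, which left out 1089 cells (9.85%) and 864 cells (9.19%). This threshold was chosen after the scores had been seen, and the automatic threshold was run as an added alternative. The removed cells had a median of 21003 UMIs in the ESC library against 11444 in the others, and 26588 against 14776 in the 48h-EpiLC library.

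The cells of each library were clustered on their own with UMIs scaled to 10000 per cell and log-transformed, 2000 highly variable genes, 30 principal components, 15 neighbours and the Leiden algorithm at resolution 1.0. Left out of the clustering features were tdTomato, the genes of the Ccr4-Not complex and its partners that are named in the report, the naïve, formative and core pluripotency panels, the naïve GRN-like list of the study, Xist, Tsix, Y-linked genes, and mitochondrial and ribosomal protein genes. The share of cells with at least 1 tdTomato UMI was then taken per cluster, and the highest share among clusters of at least 200 cells served as reference. A cluster of at least 50 cells was WT-annotated at 0.5 of the reference share or more, KO-annotated at 0.2 of it or less, and unassigned otherwise. Clusters resembling other cell types were set aside by marker lists of feeder fibroblasts, primitive endoderm, 2-cell-like cells and mesendoderm. A cluster met a list when at least 3 of its markers reached 20 CPM and lay 4-fold above the other cells, a rule that was set after the clusters had been seen. No cluster met the mesendoderm list. The genotype of a cell is thus inferred from its cluster, and the text speaks of WT-annotated and KO-annotated cells throughout, because the targeted gene gave no independent check of the KO label.

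UMIs were summed per class and library and scaled to the class total (CPM). Cells are not replicates, so no test was run and no p-value is given. Ratios of single genes carry exact 95% binomial intervals conditional on the sum of both counts, CPM values carry exact Poisson intervals, and shares of cells carry exact (Clopper-Pearson) binomial intervals. These intervals cover counting error only. Medians over gene panels and lists were taken on the log2 ratio of CPM + 1 over genes with a mean CPM of at least 5 in the classes compared, and their position was described as a percentile among 10000 random lists of the same size matched on expression in 20 bins. To judge whether an alternative moved a median, an order-statistic interval over genes or cells was used (the range with under 6 genes). That interval is wide for the small panels, so stability there says little. Shares of cells with a UMI and genes per cell were also computed after thinning each cell to 5000 UMIs and leaving out shallower cells. A count of 0 was given an upper limit of 3 counts of the total.

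Transcriptional noise followed the description of the study as cell-to-cell variability over the 500 most variable genes. For 500 cells per class, thinned to 5000 UMIs, the distance between 2 cells was the square root of 0.5 times 1 minus Spearman's rho, each cell was given its mean distance to the other cells of its class, and class medians were compared.

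The genes named in the text were fixed before the data were examined, as were the measures, the marker lists and all alternatives other than those said to be added. They were the naïve, formative and core panels, tdTomato, Cnot8, Cnot7, Cnot6, Cnot6l, Cnot1, Tob1, Pabpc1, Xist and the Y-linked Ddx3y, Eif2s3y, Kdm5d and Uty. In each library they also included the 5 genes with the largest rise and the 5 with the largest fall in the log2 ratio of CPM + 1, with at least 20 CPM in either class, leaving out mitochondrial, ribosomal protein and Gm-numbered genes. For this ranking each gene was measured under an annotation made from a random set of genes that did not hold it, so that no gene helped to define the classes in which it was measured. Gene lists of the study (naïve GRN-like genes, and genes up or down in Cnot8 KO cells by its bulk RNA-seq of the same stage) were used as names only. A list of 50 imprinted genes was written after some imprinted genes had been seen among leading genes of clusters. Other choices made after the values had been seen were the separate treatment of noise in each library, the rule that excluded no explanation of the 48h-EpiLC noise difference because its sign changed between draws, and the condition that genes listed with opposite signs in the libraries keep them on TMM-scaled totals, which removed Pou3f1. The comparison of signs between libraries was at first limited to genes with a mean CPM of at least 5 in both, which had left out Myo1f. It was then extended to 42 of the named genes, Myo1f included.

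The alternatives kept doublets, used the automatic doublet threshold (added), required at least 2000 genes per cell, clustered on all genes except tdTomato, raised the Leiden resolution to 2, or took as WT only cells with a tdTomato UMI and as KO only cells with none within the annotated clusters. Another pair used no clusters. The planned one took WT from cells with a tdTomato UMI and obtained KO by subtracting an equal WT part from all cells. The added one took WT from cells with a tdTomato UMI and no Y-linked UMI, and KO from cells with at least 2 Y-linked UMIs and no tdTomato UMI. The remaining alternatives measured each gene under the annotation that did not use it, totals scaled by TMM (edgeR version 4.0.16), the mean of the cells' own CPM, a minimum mean CPM of 20, or a pseudocount of 0.1 CPM. For noise, alternatives used 1000 variable genes, 500 variable genes chosen per class, 8000 UMIs or no thinning.

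The scripts were tested on simulated data made from the real profiles of each library, with 4000 cells of known genotype, 200 doublets and 200 changed genes. For the simulated ESC comparison, with 9283 genes, 99.97% of the annotated cells got the right genotype, 95.0% of the doublets were removed, the median error of the log2 ratios was 0.04 and 100.0% of the larger changes kept their sign. For the simulated 48h-EpiLC comparison, with 9378 genes, these values were 100.0%, 97.5%, 0.04 and 100.0%. All simulated cells of a genotype were drawn from the same profile, and each doublet joined a WT and a KO cell. These rates therefore do not cover cell states within a genotype, free RNA or doublets of cells of the same genotype. Of 100 random gene lists, 4.0% and 9.0% fell outside the central 95% of their matched lists, so percentiles near the edge are less exact for 48h-EpiLCs. The noise measure gave -0.0005 and -0.0009 for identical profiles in the ESC and 48h-EpiLC simulations, and 0.014 and 0.0148 when variability was added at equal means. It also gave -0.056 and -0.051 for cells that differed only in their mean profiles. A class drawn evenly from both profiles scored as less noisy than a class of the WT profile alone, by -0.0176 and -0.0131. This mixture was the first case simulated, and the measure did not score it as noisier. The cases of added variability and of mean profiles were written afterwards. The measure thus responds to mean levels as well as to variability. The mixture was not compared with the KO profile alone, which scored lower still against the WT profile (-0.056 and -0.051). Whether the measure detects a mixture of cell states was therefore not settled.

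Analyses were run with Python (version 3.11.15), numpy (version 2.4.6), scipy (version 1.17.1), pandas (version 2.3.3), scikit-learn (version 1.9.0), python-igraph (version 0.11.9), leidenalg (version 0.10.2), scikit-image (version 0.26.0), matplotlib (version 3.10.9) and R (version 4.3.3). Gene lists of the study matched the features for 98.3% of the naïve GRN-like genes, 95.3% and 83.8% of the genes up and down in KO ESCs, and 93.5% and 94.5% of those up and down in KO 48h-EpiLCs. The bulk RNA-seq and poly(A) tail data of the study were not analysed here.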

Results

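The data comprised 2 droplet-based scRNA-seq libraries, 1 of serum/LIF ESCs (0 h) and 1 of 48h-EpiLCs (48 h), in which WT and Cnot8 KO mouse cells had been mixed in equal numbers. ESCs in serum/LIF represent the naïve side and EpiLCs the formative side of the naïve-to-formative transition. Cnot8 encodes a deadenylase of the Ccr4-Not complex, which shortens the poly(A) tails of mRNAs. WT cells carried the ROSA mT/mG reporter, so that tdTomato transcripts mark them. The ESC library held 13184 barcodes with 144584246 UMIs and a median of 10965.5 UMIs per barcode, and the 48h-EpiLC library held 12427 barcodes with 163771168 UMIs and a median of 13333 UMIs. There were no replicates of either stage, so no difference below has a replicate check, and stage and library cannot be told apart.

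After filtering, 11054 ESCs and 9400 48h-EpiLCs were kept, before doublet removal. Of the ESCs left after doublet removal, 3728 were WT-annotated, 5524 KO-annotated and 206 unassigned (2.07%). The others were set aside as feeder fibroblast-like (265 cells, 2.66%), primitive endoderm-like (185 cells, 1.86%) or 2-cell-like (57 cells, 0.572%). Of the 48h-EpiLCs, 3623 were WT-annotated, 4313 KO-annotated, 548 unassigned (6.42%) and 52 set aside as 2-cell-like (0.609%). The share of WT-annotated cells among annotated cells was 40.3% (39.3% to 41.3%, exact binomial interval) in ESCs and 45.7% (44.6% to 46.8%) in 48h-EpiLCs, below the equal mixing that the protocol describes. Raising the clustering resolution moved the ESC share most, to 28.3%, with 1707 cells then unassigned, and the automatic doublet threshold moved the 48h-EpiLC share most, to 48.6%. The KO-annotated class included clusters of low depth, with 223 and 127 ESCs at medians of 4875 and 3121 UMIs and 87 48h-EpiLCs at a median of 3544 UMIs, whose Y-linked transcripts (68.2, 64.8 and 88.2 CPM) lay below those of the other KO-annotated clusters. It also included a cluster of 103 48h-EpiLCs with contractile genes such as Acta2, Actc1 and Tagln among its leading genes, which were named after they had been seen. At most 1 marker of any list for setting clusters aside passed in this cluster, so that it was kept, and its Y-linked transcripts were 139 CPM.

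tdTomato was detected sparsely, so that genotype was assigned to clusters and not to single cells. At least 1 tdTomato UMI was found in 11.2% of WT-annotated ESCs (10.2% to 12.3%) and in 0.163% of KO-annotated ESCs (0.075% to 0.309%). In 48h-EpiLCs these shares were 9.94% (8.98% to 10.96%) and 0.394% (0.230% to 0.630%). After thinning to 5000 UMIs they were 4.56% and 0.096% in ESCs and 4.05% and 0.118% in 48h-EpiLCs. Thinning left out 85 WT-annotated and 300 KO-annotated ESCs, and 39 WT-annotated and 92 KO-annotated 48h-EpiLCs. As a background, no tdTomato UMI was seen in 265 feeder fibroblast-like cells of the ESC library (median 6923 UMIs, against 11966 in WT-annotated and 11134 in KO-annotated ESCs), which allows a share of up to 1.13%.

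The classes also differed in Y-linked transcripts, which had been left out of the clustering. Ddx3y, Eif2s3y, Kdm5d and Uty together amounted to 130 CPM in KO-annotated and 4.98 CPM in WT-annotated ESCs, and to 126 and 6.77 CPM in 48h-EpiLCs. Without any clusters, Y-linked CPM was 10.0-fold higher in ESCs without than with a tdTomato UMI, and 5.79-fold higher in 48h-EpiLCs. Xist was low in all classes, at 11.3 CPM in KO-annotated and 9.05 CPM in WT-annotated ESCs and at 8.93 and 2.12 CPM in 48h-EpiLCs, and it overlaps Tsix on the opposite strand. The annotated classes thus differed in sex-linked transcripts as well as in tdTomato, and a difference between them cannot be ascribed to genotype alone.

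**Figure D1:**
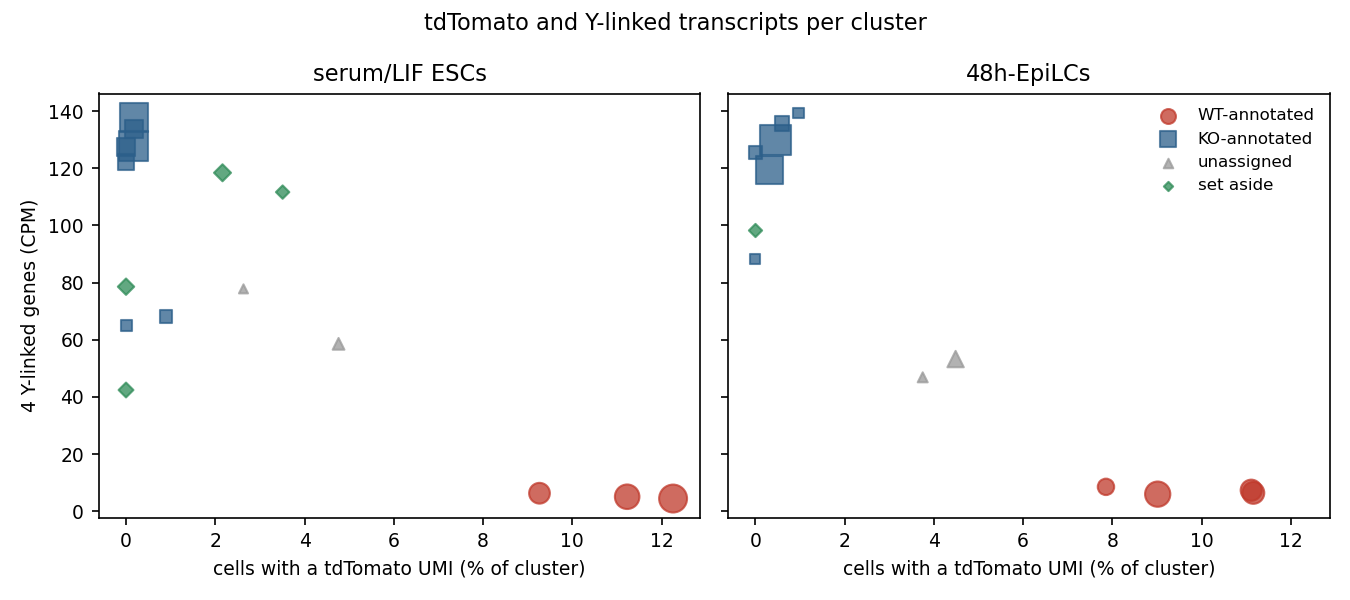
Each symbol is a cluster, with the share of its cells that had at least 1 tdTomato UMI (%, x axis) and the summed CPM of 4 Y-linked genes (y axis) for each library, symbol area growing with cell number. WT-annotated clusters had at most 8.5 CPM of Y-linked transcripts, and KO-annotated clusters had at least 64.8 CPM.

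The targeted gene was examined first. Cnot8 (ENSMUSG00000020515) lies on chromosome 11 from 58104153 to 58118594 on the plus strand of GRCm38. Its RNA was not lower in KO-annotated cells. In ESCs it was 75.7 CPM (73.6 to 77.9, exact Poisson interval) in KO-annotated and 43.1 CPM (41.2 to 45.0) in WT-annotated cells, a log2 ratio of 0.81 (0.74 to 0.89). In 48h-EpiLCs it was 66.0 CPM (64.1 to 68.0) and 48.1 CPM (46.3 to 49.97), a log2 ratio of 0.46 (0.39 to 0.53). The alternative that moved the ESC ratio most was TMM scaling (0.64), and in 48h-EpiLCs it was the split by tdTomato and Y-linked UMIs without clusters (0.33). The ratio stayed above 0 under all 11 alternatives in each library. The gene counts do not show whether these transcripts carried the KO lesion, and they gave no check of the KO label, which was assigned from tdTomato. Every direction given below from WT-annotated to KO-annotated cells depends on that label.

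The scaling of the libraries affected small differences. Over the 9203 genes measured in ESCs the median log2 ratio of KO-annotated over WT-annotated cells was 0.16, and over 9398 genes in 48h-EpiLCs it was 0.11. TMM scaling shifted all ratios by -0.17 and -0.12. Ribosomal protein genes took 20.5% of UMIs in KO-annotated and 22.9% in WT-annotated ESCs, and 21.2% and 24.3% in 48h-EpiLCs. Changes are therefore set against these medians of all genes. Among other genes of the complex and its partners, log2 ratios in ESCs were 0.17 for Cnot7, 0.13 for Cnot6, -0.10 for Cnot6l, 0.18 for Cnot1, 0.49 for Tob1 and 0.07 for Pabpc1, so that Tob1 lay above and Cnot6l and Pabpc1 below the median of all genes, with the others close to it. In 48h-EpiLCs they were 0.02, 0.12, -0.25, 0.12, 0.04 and 0.11. Under TMM scaling the sign changed for Cnot7, Cnot6 and Pabpc1 in ESCs, and for Cnot7, Cnot6, Cnot1, Tob1 and Pabpc1 in 48h-EpiLCs. Cnot7 overlaps Zdhhc2 and Vps37a on the opposite strand.

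Depth per cell was compared between classes of the same library. The median UMI total of KO-annotated over WT-annotated cells was 0.930 (0.913 to 0.95, from order-statistic intervals over cells) in ESCs and 1.05 (1.02 to 1.07) in 48h-EpiLCs. In ESCs the alternative that moved it most was restricting WT to cells with a tdTomato UMI (0.857). In 48h-EpiLCs the direction changed with the treatment of doublets, to 0.974 with doublets kept and 0.977 with the automatic threshold, and with WT restricted to cells with a tdTomato UMI (0.975). Median genes per cell were 3435 in WT-annotated and 3515.5 in KO-annotated ESCs, and 2037 and 2168 after thinning to 5000 UMIs. In 48h-EpiLCs they were 3820 and 4115, and 2041 and 2153 after thinning.

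Whether the RNAs of naïve pluripotency genes persisted in KO cells was asked with a panel of 13 naïve genes. In ESCs the median log2 ratio of the 12 panel genes with sufficient expression was 0.24, against 0.16 for all genes, and this median stood at the 83.9th percentile of random lists. In 48h-EpiLCs the median over 8 genes was 1.10, against 0.11 for all genes, above all 10000 random lists (100.0th percentile). TMM scaling moved the ESC median most, to 0.08, and the split without clusters by tdTomato and Y-linked UMIs moved the 48h-EpiLC median most, to 0.67. The largest ratios among genes of at least 20 CPM in both classes of 48h-EpiLCs were those of Zfp42 (108 CPM in KO-annotated against 33.3 CPM in WT-annotated cells, log2 ratio 1.70, 1.63 to 1.77) and Klf2 (104 against 37.6 CPM, 1.47, 1.40 to 1.54). Esrrb was 12.4 against 3.21 CPM (1.95, 1.71 to 2.19). These 3 genes were also higher in KO-annotated ESCs, with log2 ratios of 1.18 (1.15 to 1.2), 0.39 (0.37 to 0.42) and 0.26 (0.19 to 0.34).

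The panel did not move as 1 block. Nanog was lower in KO-annotated cells of both libraries, at 62.7 against 86.8 CPM in ESCs (log2 ratio -0.47, -0.54 to -0.41) and 16.7 against 28.5 CPM in 48h-EpiLCs (-0.77, -0.89 to -0.66). Klf4 was lower as well, at 89.6 against 153 CPM in ESCs (-0.77, -0.82 to -0.72) and 4.75 against 6.30 CPM in 48h-EpiLCs (-0.41, -0.63 to -0.18). Nr0b1 was lower in ESCs (-0.56, -0.61 to -0.51) and higher in 48h-EpiLCs (1.13, 0.99 to 1.26). Counted over all 13 genes, 10 were higher in KO-annotated ESCs and 11 in KO-annotated 48h-EpiLCs. Under TMM scaling Tbx3 changed sign in ESCs, which left 9, and none changed in 48h-EpiLCs. Prdm14 lay under 5 CPM in every class.

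**Figure D2:**
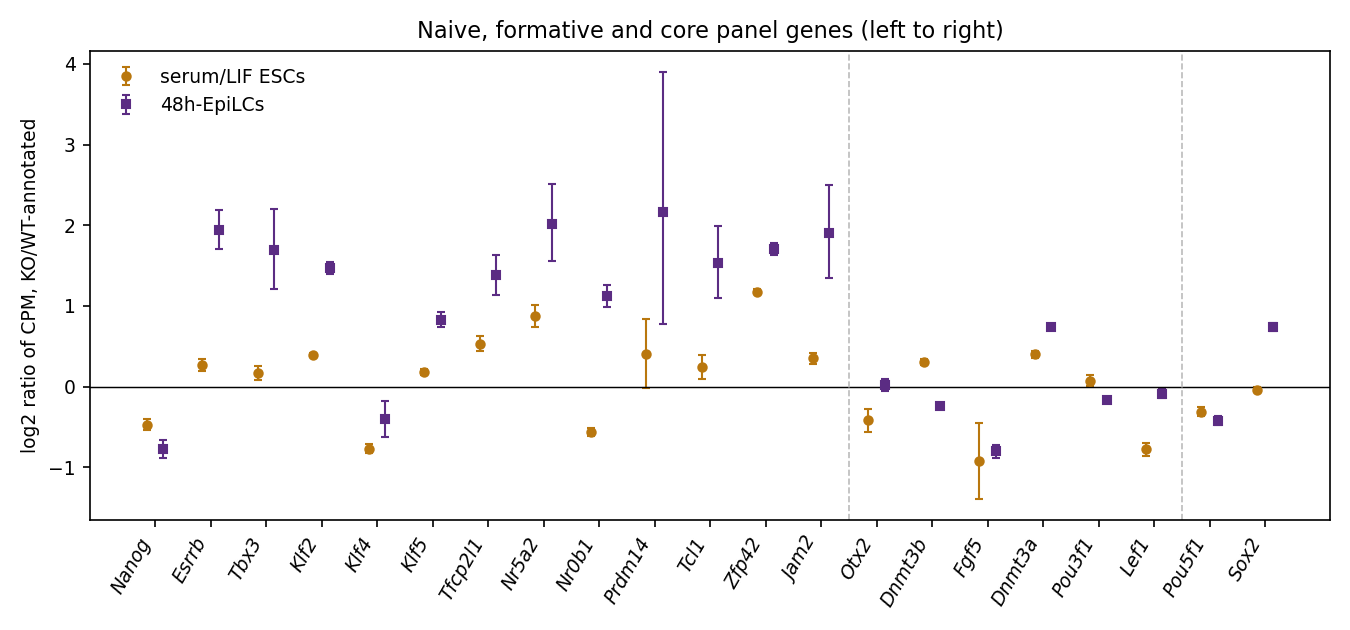
Log2 ratios of CPM in KO-annotated over WT-annotated cells (y axis, no pseudocount) for naïve, formative and core pluripotency genes in ESCs (circles) and 48h-EpiLCs (squares), with 95% intervals that cover counting error only. Of the naïve genes, Nanog and Klf4 lay below 0 in both libraries, while under TMM scaling the signs of Tbx3 and Pou3f1 in ESCs and of Otx2 in 48h-EpiLCs changed.

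Shares of cells with a UMI followed the CPM values. Nanog was detected in 51.9% of WT-annotated and 40.4% of KO-annotated ESCs, and in 30.7% and 24.7% after thinning. The feeder fibroblast-like cells, which should lack it, gave 5.66% unthinned and 4.57% after thinning, where 90 of them were left out as shallower. In 48h-EpiLCs Nanog was detected in 29.5% of WT-annotated and 17.3% of KO-annotated cells (13.1% and 7.20% after thinning), and Esrrb in 4.44% and 15.8% (1.79% and 5.83% after thinning). No cell type lacking these genes was named in the 48h-EpiLC library. Carry-over between the classes of that library, misplaced cells included, was limited for transcripts of 1 class. Y-linked CPM in WT-annotated 48h-EpiLCs was 5.37% of that in KO-annotated cells, and tdTomato CPM in KO-annotated cells was 3.54% of that in WT-annotated cells.

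Formative genes were compared in the same way. The median log2 ratio was 0.07 over 5 genes in ESCs (36.4th percentile of random lists) and -0.12 over 6 genes in 48h-EpiLCs (6.12th percentile). TMM scaling changed the sign of the ESC median, to -0.09, and the subtraction of an equal WT part moved the 48h-EpiLC median most, to -0.30. Fgf5 was 33.9 CPM in KO-annotated and 59.1 CPM in WT-annotated 48h-EpiLCs (log2 ratio -0.80, -0.88 to -0.73). It was detected in 30.6% and 48.3% of these cells, or 13.9% and 24.1% after thinning, with no cell type that lacks it named in this library. Dnmt3a was higher in KO-annotated 48h-EpiLCs (300 against 179 CPM, 0.74, 0.71 to 0.78), Dnmt3b was lower (474 against 560 CPM, -0.24, -0.26 to -0.22), and Otx2 did not differ beyond counting error (46.5 against 45.9 CPM, 0.02, -0.06 to 0.09). In ESCs, Dnmt3b (0.30, 0.27 to 0.34) and Dnmt3a (0.398, 0.351 to 0.445) were higher in KO-annotated cells. Lef1 (-0.78, -0.86 to -0.70) and Otx2 (-0.42, -0.56 to -0.28) were lower there. Fgf5 lay under 5 CPM in both ESC classes, and Pou3f1 changed sign under TMM scaling. Of the core genes, Pou5f1 was lower in KO-annotated cells of both libraries (-0.31, -0.37 to -0.25, and -0.42, -0.48 to -0.37). Sox2, which overlaps Sox2ot on the same strand, was slightly lower in KO-annotated ESCs (-0.04, -0.07 to -0.01) and higher in KO-annotated 48h-EpiLCs (0.73, 0.68 to 0.79).

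The change from ESCs to 48h-EpiLCs was measured within each class. The median log2 ratio of the naïve panel, 48h-EpiLC over ESC, was -3.20 in WT-annotated and -2.31 in KO-annotated cells. A pseudocount of 0.1 CPM moved both medians most, to -3.61 and -2.45. Nanog fell in both classes, with log2 ratios of -1.58 in WT-annotated and -1.85 in KO-annotated cells, while Esrrb changed by -3.60 and -2.19 and Klf2 by -3.30 and -2.25. Of the formative genes, Fgf5 rose by 4.29 and 4.06 and Pou3f1 by 2.47 and 2.24, in WT-annotated and KO-annotated cells, and Dnmt3b rose by 1.45 and 0.91. The other 3 rose more in KO-annotated cells, by 1.34 and 1.76 for Otx2, 0.55 and 0.89 for Dnmt3a and 0.15 and 0.83 for Lef1. These differences are between single libraries. The paper describes EpiLC formation from ESCs in 2i/LIF, whereas the ESC library was of serum/LIF cells. Whether such cells were the ones differentiated is not stated, so the changes may include a difference of culture medium.

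Gene lists that the study had made from bulk RNA-seq of other cultures were then examined. In these experiments ESCs had been grown in 2i/LIF and not in serum/LIF. The naïve GRN-like list had a median log2 ratio of 0.29 over 254 genes in ESCs and 0.53 over 221 genes in 48h-EpiLCs, both above all random lists (100.0th percentile). Of these genes 70.1% were higher in KO-annotated ESCs and 87.8% in KO-annotated 48h-EpiLCs. Most genes were higher on this scaling, since only 34.0% and 36.0% of autosomal genes were lower in KO-annotated cells. The list shares 11 genes with the naïve panel and 228 genes with the list of genes up in KO 48h-EpiLCs, so these results are not independent. The study had removed from it the genes that were higher in KO ESCs. It therefore shares 0 genes with the list of genes up in KO ESCs, and 13 with the list of genes down there. Its higher median in KO-annotated ESCs thus does not repeat the bulk result for ESCs. Genes the study listed as up in KO cells of the same stage had a median of 0.31 over 1146 genes in ESCs and 0.62 over 760 genes in 48h-EpiLCs (100.0th percentile in both). Genes listed as down had a median of -0.24 over 199 genes and -0.34 over 480 genes (0.0th percentile in both). TMM scaling moved the naïve GRN-like median most, to 0.13 in ESCs and 0.41 in 48h-EpiLCs. It moved the up list to 0.15 in ESCs and the down lists to -0.41 and -0.46, whereas the up list in 48h-EpiLCs moved most with the automatic doublet threshold, to 0.50.

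**Figure D3:**
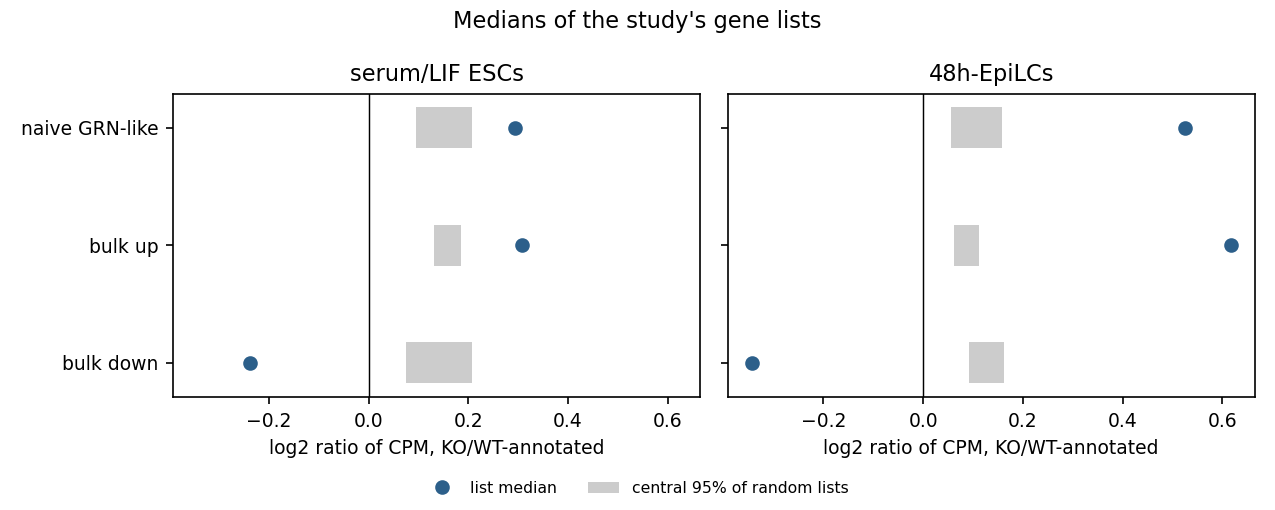
Median log2 ratios of CPM + 1 in KO-annotated over WT-annotated cells (x axis) for 3 gene lists of the study (points), with the central 95% of 10000 random lists matched on expression (grey bars). The naïve GRN-like and up lists lay above and the down lists below the random lists in both libraries, and no list median changed sign on TMM-scaled totals.

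The largest differences between the classes were named by the rule fixed in advance, under annotations that did not use the gene measured. The rises shared by both libraries were Ddx3y and Eif2s3y on chromosome Y, BC023719 on chromosome 17 and Ipp on chromosome 4 (116507549 to 116538243). Ipp was 105 CPM in KO-annotated against 7.43 CPM in WT-annotated ESCs (log2 ratio of CPM + 1, 3.65) and 143 against 10.6 CPM in 48h-EpiLCs (3.64). The fifth was Nr1h5 in ESCs (52.7 against 3.54 CPM, 3.57) and Apoc2 in 48h-EpiLCs (30.3 against 2.12 CPM, 3.32). BC023719 is annotated as antisense and overlaps genes of the H2-T family on the opposite strand, and Apoc2 overlaps Gm44805 on the same strand, so both values are uncertain. The falls in ESCs were Gc (-3.54), Myo1f (-3.24), Apoa2 (-2.98), Dera (-2.67) and Slc25a13 (-2.55). Those in 48h-EpiLCs were Dera (-2.73), Fst (-2.61), Adm (-2.37), Ier3 (-2.32) and Slc25a13 (-2.17). Gc, Apoa2, Dera and Slc25a13 were lower in KO-annotated cells of both libraries, whereas Myo1f was higher in KO-annotated 48h-EpiLCs (4.64 against 1.63 CPM, 1.10).

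Transcriptional noise was 0.5084 in KO-annotated and 0.4999 in WT-annotated ESCs after thinning, a difference of 0.0085 (0.0062 to 0.011, from order-statistic intervals over cells). Without thinning the difference was 0.0068. In 48h-EpiLCs it was 0.510 and 0.514, a difference of -0.0039 (-0.0062 to -0.0013), and -0.0073 without thinning. Over 20 draws of 500 cells per class the ESC difference kept its sign in all 20 and ranged from 0.0025 to 0.015, while the 48h-EpiLC difference kept its sign in 14 and ranged from -0.0069 to 0.0014. The ESC difference moved most with variable genes chosen per class (0.0248). The 48h-EpiLC difference changed sign with cells of at least 2000 genes (0.0019) and with WT restricted to cells with a tdTomato UMI (0.0027), so no direction was read from it. Cells drawn from the mean profiles alone, with no variability beyond counting, gave differences of 0.0097 in ESCs and -0.0044 in 48h-EpiLCs. The measure also scored a simulated mixture of both profiles as less noisy than the WT profile alone, by -0.0176 in the ESC and -0.0131 in the 48h-EpiLC simulation. The simulated KO profile alone scored lower as well (-0.056 and -0.051), so this case does not show whether a mixture is detected.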

Values the study reported

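By bulk RNA-seq, the study reported 1,823 genes with higher and 377 genes with lower expression in Cnot8 KO ESCs than in WT ESCs. Over the time points of EpiLC formation together, it counted 2,816 genes that were higher in Cnot8 KO cells. It designated 296 genes as naïve GRN-like, of which 45 encode transcription factors and 19 encode transcription cofactors.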

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

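Chosen only after the result was seen were the tests of whether feeder fibroblast-like, primitive endoderm-like and 2-cell-like cells were doublets, the test of the origin of the primitive endoderm-like cells, and the split without clusters.

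Of the 42 named genes compared, Myo1f, Nr0b1, Dnmt3b and Sox2 changed in opposite directions in the libraries, beyond counting error in each. The log2 ratio of CPM + 1 in KO-annotated over WT-annotated cells was -3.50 for Myo1f in ESCs and 1.10 in 48h-EpiLCs, -0.56 and 1.06 for Nr0b1, 0.30 and -0.24 for Dnmt3b, and -0.039 and 0.73 for Sox2. The difference between libraries was not tested, since each stage had 1 library. The list required opposite signs on TMM-scaled totals as well, a condition set after the values were seen, and Pou3f1 (0.07 and -0.16) was left out by it. When cells were split by tdTomato and Y-linked UMIs without clusters, 100.0% of these 4 genes kept opposite signs (-3.44 and 1.22 for Myo1f, -0.42 and 0.49 for Nr0b1, 0.25 and -0.24 for Dnmt3b, -0.20 and 0.54 for Sox2), which argues against cells placed wrongly by the clustering. The Sox2 difference in ESCs is small and counts of Sox2 may include Sox2ot, which overlaps it on the same strand. An effect of stage and a difference between libraries stay open, as do the genetic backgrounds of the lines.

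Transcriptional noise differed in sign between the libraries, at 0.0085 in ESCs and -0.0039 in 48h-EpiLCs (KO-annotated minus WT-annotated), and this was not tested. In ESCs the difference was 0.0085 with all cells at 5000 UMIs, 0.0068 with distances taken within clusters, 0.0095 with cells of at least 2000 genes, and it kept its sign in 20 of 20 draws. These values argue against depth, the mixture of clusters, damaged cells and the draw of cells as the whole cause. Mean profiles alone, with no variability beyond counting, gave 0.0097, so a difference in mean levels of the variable genes may account for it, and no higher variability of KO-annotated cells can be claimed. In 48h-EpiLCs the sign was kept in 14 of 20 draws and turned to 0.0019 with cells of at least 2000 genes, so the draw of cells and shallow cells each may account for it, as may mean levels (-0.0044). Depth (-0.0039 at 5000 UMIs) and the mixture of clusters (-0.0036 within clusters) cannot be told apart from other causes there, because the sign changed between draws.

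The ratio of median UMIs per cell, KO-annotated over WT-annotated, was 0.93 in ESCs and 1.05 in 48h-EpiLCs, on opposite sides of 1, and the difference was not tested. Doublet removal may contribute, since with doublets kept the ratios were 0.897 and 0.974, both below 1. No biological explanation was tested.

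Cells outside the comparisons formed clusters of their own. Feeder fibroblast-like cells made up 2.66% of the ESC library, primitive endoderm-like cells 1.86%, and 2-cell-like cells 0.572% of the ESC and 0.609% of the 48h-EpiLC library. They were marked because their marker genes set them apart from the cells compared. No control sample exists, and the difference between libraries was not tested. Pluripotency markers in the feeder fibroblast-like cells stood at 12.9% of their level in annotated ESCs (790.4 against 6127 CPM over 8 markers), which argues against doublets of a fibroblast and an ESC. Feeder cells from the culture are a candidate source, because the ESCs were grown on feeders. Median UMIs were 0.976 of those of KO-annotated cells for the primitive endoderm-like and at most 0.854 for the 2-cell-like cells, so neither showed raised depth. This does not exclude doublets, because the cells with the highest doublet scores had already been removed. The depth of single cells of these types is also not known. Of the thinned primitive endoderm-like cells 40.0% (32.7% to 47.7%) had a Y-linked UMI, against 28.9% for a draw in proportion to the annotated classes and 24.6% for equal numbers. Of the cells before thinning 2.16% (0.592% to 5.44%) had a tdTomato UMI, against 4.63% in proportion and 5.7% for equal numbers. After thinning the tdTomato share was 0.571% (0.014% to 3.14%), against 2.33% for equal numbers. KO-annotated ESCs had a Y-linked UMI in 46.8% of thinned cells and a tdTomato UMI in 0.096%, both inside the intervals of the thinned primitive endoderm-like cells. Before thinning, their tdTomato share of 0.163% lay below the interval of the primitive endoderm-like cells. Their Y-linked share of 71.4% then lay above that of the primitive endoderm-like cells (60.5%, 53.1% to 67.6%). The thinned Y-linked share thus goes against a draw in proportion to the classes. An origin in the KO line alone was not decided, because thinned and unthinned shares differ on it. The tdTomato share rests on 4 cells before and 1 cell after thinning. The shares of the lines among these cells cannot be told apart, because the tdTomato cells are few and the levels of these transcripts in primitive endoderm-like cells of each line are not known.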

How the results depend on the processing

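The automatic doublet threshold and the split without clusters by tdTomato and Y-linked UMIs were chosen only after the data were seen, and the other alternatives were planned. Of 222 recomputed values, 177 stayed within the interval of the reported value, 40 moved beyond it and 5 reversed, of which 3 were the 48h-EpiLC UMI ratio falling below 1. For panel and list medians this interval is an order-statistic interval over genes, which is wide for the small panels, so that staying within it says little there. For noise it covers 1 draw of cells and is narrower than the spread over 20 draws (0.0025 to 0.015 in ESCs and -0.0069 to 0.0014 in 48h-EpiLCs), so that a noise value that moved within that spread shows no dependence on the setting. Outside it lay 0.0248 in ESCs and 0.0019, 0.0027 and -0.0073 in 48h-EpiLCs. The cause was not tested except where stated. Values are for KO-annotated against WT-annotated cells, with ESCs first.

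On TMM-scaled totals the Cnot8 ratio was 0.64 and 0.34, the naïve GRN-like median 0.13 and 0.41, the up list 0.15 and 0.50 and the down list -0.41 and -0.46. This follows from the shift of all ratios by -0.17 and -0.12. The formative median in ESCs also changed sign there (-0.09), inside its wide interval.

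With doublets kept, the WT share was 43.4% and 47.8%, the UMI ratio 0.897 and 0.974, Cnot8 in ESCs 0.70, noise in ESCs 0.0129, and in 48h-EpiLCs the up list 0.50 and the down list -0.27. With the automatic doublet threshold the 48h-EpiLC values were 48.6% for the WT share, 0.977 for the UMI ratio, 0.50 for the up list and -0.28 for the down list, and the naïve panel from ESCs to 48h-EpiLCs in WT-annotated cells was -2.88.

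At Leiden resolution 2 the WT share in ESCs was 28.3%, because the reference tdTomato share rose to 20.2% and 1707 cells became unassigned. The UMI ratio was 0.883 and 1.01, the 48h-EpiLC up list 0.56 and its noise difference -0.0009. With clustering on all genes except tdTomato, noise in ESCs was 0.0118. With WT restricted to cells with a tdTomato UMI, the UMI ratio was 0.857 and 0.975, and the 48h-EpiLC noise difference reversed to 0.0027. A cell with a tdTomato UMI is more often a deep one, so this alternative raises the depth of WT by construction. With cells of at least 2000 genes the UMI ratio in ESCs was 0.95, and the 48h-EpiLC noise difference reversed to 0.0019.

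Without clusters, the split by tdTomato and Y-linked UMIs gave UMI ratios of 0.97 and 1.11, and in 48h-EpiLCs a Cnot8 ratio of 0.33 and an up list median of 0.57. The subtraction of an equal WT part gave 0.36 and 0.58 for the up list and -0.30 for the down list in 48h-EpiLCs. A minimum mean CPM of 20 gave 0.25 for the up list in ESCs and -0.40 for the down list in 48h-EpiLCs, over fewer genes. A pseudocount of 0.1 CPM gave 0.66 for the 48h-EpiLC up list. Noise in ESCs was 0.0248 with variable genes chosen per class, and in 48h-EpiLCs it was -0.0003 at 8000 UMIs and -0.0073 without thinning.

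The naïve panel medians kept their sign under all 13 alternatives in each library, from 0.08 to 0.34 in ESCs and from 0.67 to 1.24 in 48h-EpiLCs. Cnot8 stayed above 0 under all 11 alternatives, at 0.64 to 0.84 and 0.33 to 0.46. No paired analysis was possible because each stage had 1 library, and the labels pair no samples. The sparse detection of tdTomato limits the annotation to clusters.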

Other observations

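Chosen only after the result was seen were the tests on Y-linked genes, on free Cnot8 RNA, on imprinted genes, both in size and in direction, and on low Nanog counts.

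Y-linked transcripts were near absent from WT-annotated cells. Without clusters, Y-linked CPM was 5.79-fold higher in 48h-EpiLCs without than with a tdTomato UMI, and 10.0-fold in ESCs, which argues against an artefact of the clustering. All 4 Y-linked genes differed by over 5-fold in both libraries, against the loss of a single gene. X-linked genes lay below autosomal genes by -0.17 in ESCs and -0.11 in 48h-EpiLCs in the median log2 ratio, a smaller shift than the 0.4 set beforehand for 2 active X chromosomes in the WT-annotated cells. The X-linked medians still lay below those of all random lists (0.0th percentile in both libraries), and 50.3% of X-linked genes in ESCs and 50.5% in 48h-EpiLCs were lower in KO-annotated cells, against 34.0% and 36.0% of autosomal genes. The number of active X chromosomes, and whether it differed between cells of a line, was not settled. Line and Y-linked transcripts thus go with genotype in these data, so that their effects cannot be told apart. Whether the lines also differ in sex or in genetic background was not settled.

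Cnot8 RNA was higher in KO-annotated cells. Genes the study listed as up in KO cells lay above those listed as down by 0.54 in ESCs and 0.96 in 48h-EpiLCs, which argues against a swap of the labels. The lower bound of the Cnot8 ratio was 0.39, whereas free RNA from WT cells could raise it at most to the level of WT cells. The paper describes the KO allele as a deletion of a few nucleotides, with the guide RNA in an early exon. It checked KO lines by Western blot. Gene counts cannot show such a deletion, so the detection of Cnot8 RNA in KO-annotated cells does not speak against the label. Why this RNA was higher stays open. A transcript that carries the lesion and is still counted, and a difference between the lines, were not tested.

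Nanog was lower in KO-annotated 48h-EpiLCs, as was Klf4 (-0.41), while the other naïve panel genes were higher. The upper bound of its log2 ratio was -0.66, and without clusters the ratio was -0.73, which argues against low counts and against wrongly placed cells. The upper bound of the Klf4 ratio was -0.18, at few counts, and its ratio without clusters was not tested. The paper reports the opposite direction for Nanog in KO cells during EpiLC formation. There its RNA was higher by bulk RNA-seq and its protein by immunostaining and Western blot. The paper also reports a longer half-life of Nanog RNA in KO ESCs, and names Nanog and Klf4 among the naïve GRN-like genes. A lowering of Nanog by loss of Cnot8 is thus at odds with those cultures. It stays open here, as does a difference between the lines, and neither was tested.

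Of 9 autosomal or X-linked genes with at least 20 CPM in a class of each library and log2 ratios, under annotations that did not use the gene, of at least 2 in size and of 1 sign in both libraries, 44.4% stood in a bulk list of their direction (2 of 6 higher and 2 of 3 lower genes). Of 5296 background genes, 14.1% stood in an up list and 3.19% in a down list. The value lay between those set beforehand for loss of Cnot8 and against it, so that loss of Cnot8 and a difference in background cannot be told apart for these 9 genes.

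Imprinted genes were examined because Peg3, Usp29, H19 and Mirg had been seen among leading genes of clusters. Peg3 was 82.99 against 380.03 CPM in ESCs (log2 ratio -2.18, KO-annotated over WT-annotated) and 54.2 against 138.3 CPM in 48h-EpiLCs (-1.34). Usp29 was lower as well (-1.79 and -0.96), whereas H19 (0.55) and Mirg (0.31) were higher in KO-annotated ESCs. In 48h-EpiLCs the H19 and Mirg ratios (0.14 and 0.10) lay close to the median of all genes (0.11), so no direction was read from them. These 4 genes were named after their values were seen. As a set, 31 measured imprinted genes had a median absolute log2 ratio at the 61.3rd percentile of random lists in ESCs and the 82.8th in 48h-EpiLCs, so the set differed no more in size than other genes. With its sign, the median was -0.13 in ESCs and -0.17 in 48h-EpiLCs, at the 0.11th and 0.01st percentile, which argues against changes in no shared direction. Of the 31 genes, 58.1% were lower in KO-annotated ESCs and 67.7% in KO-annotated 48h-EpiLCs, against 34.0% and 36.0% of autosomal genes. Genes of an imprinted cluster are not independent of each other, and a difference between the lines and loss of Cnot8 both stay open.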
